A study of Mus musculus with 12 samples. Its data were reported in "Esrrb extinction triggers dismantling of naïve pluripotency and marks commitment to differentiation" (2018).

How the data were processed

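RNA from 4 groups of mouse pluripotent cells was measured on 12 Illumina MouseWG-6 v2 BeadChip arrays, 3 per group. ESC samples came from E14Tg2a cells with a destabilized GFP reporter at Esrrb, sorted as SSEA-1 positive cells with high, medium or no reporter signal. EpiSC samples came from a different line, which carries a Nanog reporter and a red Esrrb reporter. It was grown in N2B27 medium with activin and FGF, so comparisons with EpiSC also compare lines and media. The paper describes its parent line as Nanog+/−, with the reporter in 1 Nanog allele. Nanog comparisons with EpiSC therefore also compare allele number. Per the labels, 100 ng of total RNA was labelled for each array. The arrays sat on 2 chips of 6, and no EpiSC array was on chip 1.

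The deposited intensity values are bead summaries per probe on a linear scale, which the authors read from the scanner in R with beadarray (version not given in the sources used here) and which were neither background corrected nor normalized between arrays. The deposited p-value columns hold the authors' detection p, the probability that the signal of a probe is background, judged against the negative control beads of the array. The deposited log2 table holds the authors' normalized values. The authors describe quantile normalization, removal of a batch effect with ComBat, and limma. The values of that table show that the correction reached only the ESC arrays. Its EpiSC columns keep the exact rank order of the intensities (Spearman 1), while ESC columns correlate with theirs at 0.978 to 0.996. Differences between its fold changes and those of a fit with chip follow the chip coefficient in the EpiSC comparisons (r = 0.992 to 0.996 over 9990 genes) and not among ESC groups (−0.0439 to 0.0252). All main values were computed from the intensities, as planned, and the log2 table served as an alternative.

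Of 45281 probes, 32093 had 1 gene name in the probe annotation, 16 had several and 13172 had none. Names were updated through gene identifiers, of which 99.77% were found in a RefSeq gene table for GRCm38.p6, and the annotation served only for names. The log2 table holds 38563 of the probes. Intensities were processed in R 4.3.3 with limma 3.58.1. The neqc function estimated background from the detection p, added an offset of 16, took log2 and normalized quantiles across all arrays. Probes with a detection value of at most 0.01 on all arrays of at least 1 group were kept (14834). A gene with several kept probes (2752 genes) was represented by the probe with the highest mean. Probes of the same gene called in opposite directions occurred in 0 genes for EsrrbMed against EsrrbHi, in 1 each for EsrrbNeg against EsrrbMed, EsrrbNeg against EsrrbHi and EpiSC against EsrrbNeg, in 6 for EpiSC against EsrrbHi and in 5 for EpiSC against EsrrbMed. Replicate arrays correlated at 0.987 to 0.996. Figures were drawn with matplotlib 3.10.9.

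Groups, comparisons, filters, thresholds, gene lists, alternatives and the rule for named genes were fixed before the data were examined. A single limma model over all arrays had a coefficient per group and a term for chip (7 residual and 6.08 prior degrees of freedom). Each pair of groups was compared by moderated t-test with Benjamini-Hochberg adjustment over the 11089 features, and a gene was called at adjusted p ≤ 0.05 and an absolute log2 fold change of at least 0.585. Genes named for each comparison are the 8 largest rises and 8 largest falls among called genes with a symbol whose groups were fully separated, together with Esrrb, Nanog, Pou5f1 and Sox2. From each list 2 to 4 called members with the largest change were eligible, or the member with the highest mean where a list had no call. Where all arrays of a group were below detection, the fold change is given as a bound, from the detected group against the lowest value of any detected probe.

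Gene lists were tested with camera in limma at a preset correlation between genes of 0.01, adjusted over the lists within each comparison, and again with the correlation estimated from the data. List sizes, with the members that also belong to another list in parentheses, were naive 25 (14), shared pluripotency 14 (4), primed 19 (9), primitive streak 20 (6), neural ectoderm 18 (1), extraembryonic endoderm 20 (0), trophectoderm 13 (5), fibroblast 16 (0), 2-cell-like 16 (0), germline 21 (1), DNA methylation 17 (7), LIF and STAT3 16 (4), ERK 20 (7), Nodal 16 (5), Wnt 17 (6), glycolysis 22 (2), oxidative phosphorylation 26 (1), adhesion 21 (6), histones 61 (0), cell cycle 27 (2), p53 18 (1), stress 24 (5), interferon 21 (4), imprinted 22 (1) and housekeeping 14 (3). The study's classes of regulatory elements gave lists of 79 (17), 41 (6) and 19 (5) genes near class I, class II or both. Opposite signs of median, mean and test occurred only in lists that were not called (4 in EsrrbMed against EsrrbHi, 1 in EsrrbNeg against EsrrbMed, 3 in EsrrbNeg against EsrrbHi, and 2, 2 and 3 in EpiSC against EsrrbNeg, EsrrbHi and EsrrbMed).

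Correlations of ESC arrays with the EpiSC mean used values with the chip effect removed and an exact permutation test between groups. The share of a change present in EsrrbMed is the median over called genes of the EsrrbMed minus EsrrbHi difference divided by the EsrrbNeg minus EsrrbHi difference, both in log2. Overlap of EsrrbNeg and EpiSC changes was set against 50 simulations with no true change and the same shared EsrrbHi arrays. Like simulations for other comparisons with common arrays, and fits of the second Nanog and Sox2 probes among all kept probes, were added after the data had been seen, as were the tests of lists without Esrrb and of LIF targets not on the naive list.

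Replicate numbers in the labels were checked for pairing through the correlation of deviations from group means. All 9 pairs of ESC arrays with the same number correlated at 0.238 to 0.555, against −0.462 to 0.227 in the 18 pairs with different numbers (−0.0493 to 0.227 for those on the same chip), so the ESC numbers were taken to pair the arrays. Pairs of an EpiSC array with the ESC array of its number gave −0.0522 to 0.0579, which shows no pairing. Fits with the replicate number as a block were run as alternatives.

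The model fit and the share were tested on simulated data in which 200 of 11089 features were changed. Values were drawn from the fitted model with noise independent between genes. Background correction, normalization, filtering and probe choice were therefore not tested, nor was noise common to many genes. Changes of 1 log2 unit were recovered in 99.6% (EsrrbNeg against EsrrbHi) and 99.2% (EpiSC against EsrrbHi) of cases and changes of 2 units in 100%, with 3.4 and 5.2 false calls on average over 5 runs. With no feature changed there were 0 false calls in EsrrbMed against EsrrbHi, the only comparison counted there, and a simulated share of 30% was measured as 29.7%.

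Alternatives were quantile normalization without background correction, normexp with an offset of 50, cyclic loess, median scaling, no chip term, ComBat with its equations written out for this work, single chips, replicate blocks, other filters and probe summaries, a variance trend with robust estimation, fits to only the groups compared, no minimum fold change, the log2 table, other list tests and omission of each array. A fit of the log2 table without a chip term, and omission of EsrrbNeg replicate 3 together with EpiSC replicate 2, were added after the data had been seen. All arrays and all columns of values were used.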

Results

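Gene expression was measured on 12 Illumina mouse bead arrays, 3 for each of 4 groups of cultured pluripotent cells. Embryonic stem cells (ESCs) of the E14Tg2a line, which carry a short-lived green fluorescent protein behind Esrrb, were kept in serum with LIF for 3 days after plating at 3000 cells per cm2. Cells bearing the surface marker SSEA-1 were then sorted into high (EsrrbHi), medium (EsrrbMed) and negative (EsrrbNeg) reporter fluorescence. The remaining group, EpiSC, held epiblast stem cells grown in activin and FGF, the cultured counterpart of the epiblast after implantation. Chip 1 carried replicates 1 and 2 of the ESC groups, and chip 2 carried replicate 3 of each ESC group with all EpiSC arrays. Median intensities ran from 82.9 to 97.9, and 13333 to 15393 of 45281 probes per array stood above background (detection value of at most 0.01). Most probes were thus undetected, and the medians describe background. An upper-tail percentile of the intensities differed more, from 403 in EsrrbHi replicate 3 to 974 in EsrrbMed replicate 1. After filtering, 11089 features (8487 named genes and 2602 probes without a gene name) were tested with limma. Changes are log2 fold changes ± standard error with n = 3 arrays per group, corrected for chip, and a gene was called where the adjusted p was at most 0.05 and the change at least 1.5-fold. The study describes its arrays as independent experiments, but the sample labels do not say whether replicates were separate cultures, so the p-values measure the spread between these samples, which may be technical.

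Esrrb, the orphan nuclear receptor gene whose reporter set the sorting gates, checks the labels and is no finding between the sorted groups. Its normalized log2 intensity, with the chip effect removed here and in the values that follow (which narrows the SDs), averaged 11.93 ± 0.11 (SD) in EsrrbHi, 11.24 ± 0.15 in EsrrbMed, 5.61 ± 0.10 in EsrrbNeg and 6.40 ± 0.29 in EpiSC, n = 3 each. Nanog, a homeodomain factor that holds ESCs in self-renewal, stood at 10.88 ± 0.29, 10.19 ± 0.15, 8.28 ± 0.27 and 9.01 ± 0.21 in the same order. EpiSC lay above EsrrbNeg on this probe (0.72 ± 0.19, adjusted p = 0.00850), but the second Nanog probe did not show it (0.29 ± 0.18, adjusted p = 0.200), and median scaling gave a larger value with a wider error (0.96, adjusted p = 0.213). The EpiSC line has 1 intact Nanog allele. Here and in later comparisons with EpiSC, cell state and Nanog allele number cannot be told apart. Pou5f1, which encodes OCT4 and is needed in every pluripotent state, held between 11.33 ± 0.04 in EsrrbHi and 11.19 ± 0.22 in EsrrbNeg (−0.14 ± 0.11, adjusted p = 0.326). Sox2, the partner of OCT4, was 8.48 ± 0.10 in EsrrbHi and 8.47 ± 0.17 in EsrrbMed, fell in EsrrbNeg (−0.61 ± 0.18, adjusted p = 0.0144 against EsrrbHi and −0.61 ± 0.18, adjusted p = 0.0206 against EsrrbMed) and was lowest in EpiSC (6.65 ± 0.36). A second, dimmer Sox2 probe fell less, by 0.44 ± 0.12 (adjusted p = 0.0120) from EsrrbHi to EsrrbNeg and by 0.16 ± 0.14 (adjusted p = 0.384) from there to EpiSC, neither of them called. The Sox2 falls in EsrrbNeg were close to the limit and were lost when any 1 of several arrays was left out, for example EsrrbNeg replicate 3 (−0.52, adjusted p = 0.0792 against EsrrbHi, and −0.51, adjusted p = 0.106 against EsrrbMed).

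**Figure D1:**
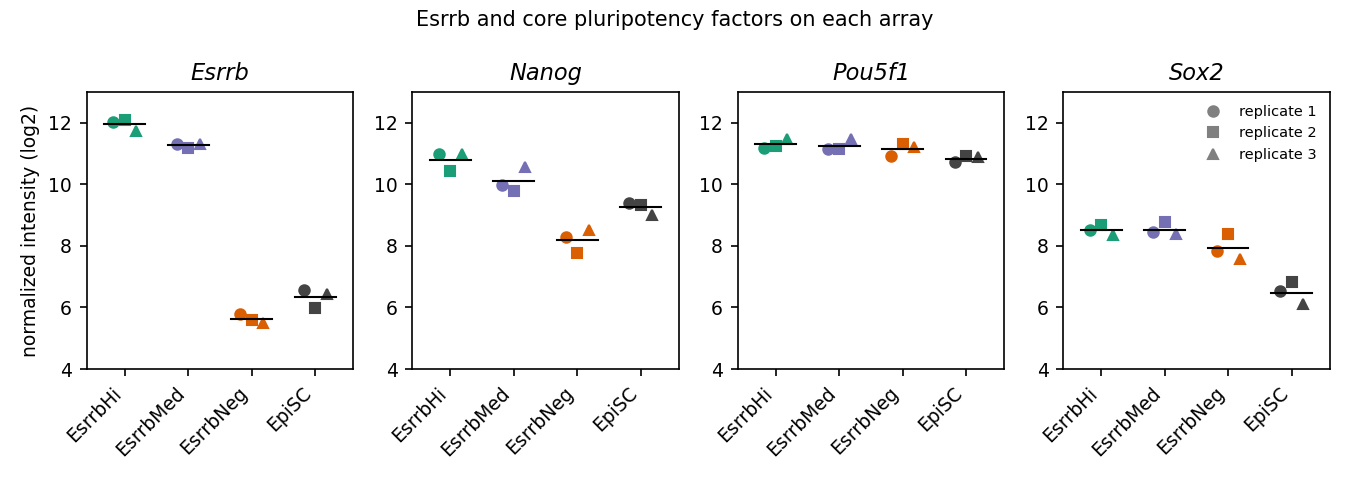
Normalized log2 intensity, not corrected for chip, of Esrrb, Nanog, Pou5f1 and Sox2 on each array by group, with markers by replicate and lines at group means. Without that correction Esrrb averages 11.95 in EsrrbHi and 5.64 in EsrrbNeg, while Pou5f1 averages 11.29 and 11.15.

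The step from EsrrbHi to EsrrbMed asks which genes move while Esrrb is still strongly expressed. The largest fall was in Serpinb6c, a protease inhibitor of the serpin family (−1.28 ± 0.12, adjusted p = 0.000685), followed by Mras, a Ras-like GTPase (−1.19 ± 0.21, adjusted p = 0.0117), Msc, a bHLH repressor (−1.14 ± 0.14, adjusted p = 0.00244), Dnajc6, an auxilin that uncoats clathrin vesicles (−1.11 ± 0.12, adjusted p = 0.00227), and Kit, the stem cell factor receptor (−1.11 ± 0.15, adjusted p = 0.00371). Pga5, a pepsinogen gene (−1.07 ± 0.19, adjusted p = 0.0114), Itga9, an integrin subunit (−1.07 ± 0.20, adjusted p = 0.0156), and the receptor gene Notch4 (−1.03 ± 0.14, adjusted p = 0.00371) fell as well. Ddit4, an mTORC1 inhibitor induced by stress, rose 2.32-fold (1.21 ± 0.20, adjusted p = 0.00768), and Pou3f1, a POU factor of primed epiblast and neural progenitors, rose 2.27-fold (1.18 ± 0.20, adjusted p = 0.00898). The other large rises were Mmd2, a membrane protein of the progestin and adipoQ receptor family (1.02 ± 0.16, adjusted p = 0.00487), Tmem54, an uncharacterized membrane protein (1.01 ± 0.21, adjusted p = 0.0232), Zfp365, a factor in DNA repair (0.87 ± 0.17, adjusted p = 0.0164), and the histone genes H2ac11 (1.00 ± 0.14, adjusted p = 0.00371), H2ac21 (0.95 ± 0.18, adjusted p = 0.0156) and H2bc4 (0.86 ± 0.13, adjusted p = 0.00487). Nanog fell 1.62-fold (−0.69 ± 0.17, adjusted p = 0.0472), while Pou5f1 (−0.04 ± 0.11, adjusted p = 0.932) and Sox2 (−0.00 ± 0.18, adjusted p = 0.998) did not change, and Esrrb was lower by 1.61-fold (−0.69 ± 0.14, adjusted p = 0.0197).

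Factors of the naive state, the ground state before implantation, were lower on average in EsrrbMed, with few called singly. Of 20 measured, 5 fell and 0 rose (mean log2 fold change −0.35, −0.40 on chip 1 and −0.25 on chip 2, adjusted p = 1.01e-07, adjusted p = 0.196 with an estimated correlation), among them Tbx3, a T-box repressor of differentiation (−0.90 ± 0.12, adjusted p = 0.00371), Tcl1, an Akt coactivator (−0.83 ± 0.10, adjusted p = 0.00244), and Tfcp2l1, a target of LIF signalling (−0.76 ± 0.13, adjusted p = 0.00840). Esrrb, whose level the sort set, is on this list, and without it 4 of 19 fell (mean −0.33, adjusted p = 9.42e-07, adjusted p = 0.224 with an estimated correlation). Of 15 primed epiblast genes, 2 rose (mean 0.30, 0.34 on chip 1 and 0.22 on chip 2, adjusted p = 0.000510, adjusted p = 0.224 with an estimated correlation). Among 45 replication histone genes, 6 rose, including H2ac15 (0.76 ± 0.10, adjusted p = 0.00371), but the mean shift of 0.20 (adjusted p = 0.000114, adjusted p = 0.702 with an estimated correlation) was 0.28 on chip 1 and 0.04 on chip 2, where it was not called (adjusted p = 0.452). Imprinted genes rose by 0.27 on average (0.30 on chip 1 and 0.23 on chip 2, adjusted p = 0.00313, adjusted p = 0.240 with an estimated correlation), with 2 of 13 called, Cdkn1c, a brake on the cell cycle (0.85 ± 0.11, adjusted p = 0.00305), and Dlk1, a Notch ligand homologue (0.73 ± 0.15, adjusted p = 0.0213). Members of the p53 and trophectoderm lists shifted up with 0 of 14 and 0 of 6 genes called (means 0.21, 0.25 on chip 1 and 0.15 on chip 2, adjusted p = 0.00369, adjusted p = 0.224 with an estimated correlation, and 0.26, 0.34 on chip 1 and 0.10 on chip 2, adjusted p = 0.0449, adjusted p = 0.534 with an estimated correlation). On chip 2 alone the p53 (adjusted p = 0.0931) and trophectoderm (adjusted p = 0.569) shifts were not called, and pairing the ESC arrays by replicate gave an adjusted p of 0.0756 for trophectoderm. Below the list level, Lama1, a laminin chain (−0.89 ± 0.13, adjusted p = 0.00487), and Sfrp1 (−0.72 ± 0.11, adjusted p = 0.00505) and Notum (−0.59 ± 0.13, adjusted p = 0.0306), both secreted antagonists of Wnt, fell. Counts adjusted over the list alone were the same, except for adhesion genes, where 1 fell in place of 0, and the study's own lists below.

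In total 53 genes rose and 78 fell of 11089, and 16 changed over 2-fold, with 54 and 85 when EsrrbNeg replicate 3 was left out of the fit. All 131 were fully separated between the groups, an arrangement that chance gives 10% of unchanged genes with 3 against 3 arrays. Calling genes on the same arrays favours such separation, so it adds no support to the calls. Chip 1 alone gave 187 genes (74 higher, 113 lower), and chip 2, with 1 array per group, gave 0 in limma against 607 at unadjusted p under 0.05. This was the least steady comparison, since leaving out EsrrbHi replicate 1 left 55 calls, and 19 of 33 named calls were lost without some array. Median scaling gave 0 calls, quantiles without background correction 31 (12 higher, 19 lower) and normexp with an offset of 50 gave 49 (19 higher, 30 lower). The calls of Ddit4, Pou3f1 and Tfcp2l1 (adjusted p = 0.058 each) and of Itga9 (adjusted p = 0.0854) were lost without EsrrbHi replicate 1. Without EsrrbMed replicate 2 those of Nanog (adjusted p = 0.207), Esrrb (0.131), Tmem54 (0.136), H2ac21 (0.0921), Zfp365 (0.113), Mras (0.0797), Pga5 (0.0797), Notum (0.161), Dlk1 (0.104) and the trophectoderm list (0.155) were lost. Replicate number in place of chip over all 12 arrays also ended the Nanog call (adjusted p = 0.0719).

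EsrrbNeg cells held little Esrrb transcript, though it was still detected on all 3 arrays, and had lower naive and higher primed transcripts than EsrrbHi. Pou3f1 rose 12.0-fold (3.59 ± 0.20, adjusted p = 2.57e-08), and Fgf5, the fibroblast growth factor that marks epiblast after implantation, rose at least 8.02-fold (3.17 ± 0.24, adjusted p = 3.40e-07). For genes such as Fgf5 that were detected on no array of 1 group, the bound sets the detected group against the lowest value of any detected probe. The other large rises were Kif1a, a neuronal kinesin (3.37 ± 0.11, adjusted p = 2.42e-10), the interferon-induced GTPases Gbp2 (at least 9.01-fold, 3.37 ± 0.17, adjusted p = 9.81e-09) and Gbp2b (at least 5.05-fold, 2.73 ± 0.14, adjusted p = 1.55e-08), Prickle1, a planar polarity protein (3.03 ± 0.22, adjusted p = 1.92e-07), Zfp608, a zinc finger protein (at least 6.72-fold, 2.94 ± 0.18, adjusted p = 4.83e-08), and the chemokine gene Cxcl12 (2.63 ± 0.17, adjusted p = 1.04e-07). Beyond Esrrb itself (−6.32 ± 0.14, adjusted p = 7.42e-12), the largest falls were in Mras (at least 17.7-fold, −4.27 ± 0.21, adjusted p = 8.97e-09), Lrrc34, a leucine-rich repeat protein (−4.11 ± 0.13, adjusted p = 1.65e-10), Tcl1 (−3.95 ± 0.10, adjusted p = 1.64e-11), Lgals3, which encodes galectin-3 (−3.92 ± 0.09, adjusted p = 7.63e-12), Tfcp2l1 (−3.89 ± 0.13, adjusted p = 2.42e-10), Zfp42, the naive marker Rex1 (−3.60 ± 0.15, adjusted p = 2.18e-09), and Mylpf, a muscle myosin light chain (−3.45 ± 0.21, adjusted p = 5.07e-08). Nanog fell 6.06-fold (−2.60 ± 0.17, adjusted p = 7.66e-08).

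Naive factors fell as a block in EsrrbNeg. Of 20 measured, 16 fell and 0 rose (mean −2.04, −2.02 on chip 1 and −2.06 on chip 2, adjusted p = 3.26e-13, adjusted p = 0.0506 with an estimated correlation), or 15 of 19 without Esrrb (mean −1.81, adjusted p = 7.70e-12, adjusted p = 0.0581 with an estimated correlation). LIF and STAT3 targets, the transcripts through which LIF sustains self-renewal, went the same way, with 4 of 12 down (mean −0.84, −0.82 on chip 1 and −0.88 on chip 2, adjusted p = 0.00179, adjusted p = 0.0581 with an estimated correlation), led after Tfcp2l1 by Klf4, a naive reprogramming factor (−2.87 ± 0.24, adjusted p = 7.99e-07), and Bcl3, an IκB protein (−1.11 ± 0.10, adjusted p = 1.08e-06). Tfcp2l1, Klf4 and Klf5 are on the naive list too, and the other 9 targets had a mean of −0.31 with 2 down, a split made after the values were seen, so most of this shift is shared with the naive block. Genes common to both pluripotent states held, with 1 of 10 (Sox2) called (mean −0.12, −0.08 on chip 1 and −0.20 on chip 2, adjusted p = 0.330). Of 15 primed epiblast genes, 12 rose and 0 fell (mean 1.28, 1.23 on chip 1 and 1.40 on chip 2, adjusted p = 1.88e-06, adjusted p = 0.0581 with an estimated correlation), among them Sall2, a spalt factor (at least 3.48-fold, 1.90 ± 0.14, adjusted p = 2.75e-07), and Sox11, a SoxC factor (1.83 ± 0.12, adjusted p = 1.03e-07). Primitive streak genes, the first of gastrulation, did not shift as a group (1 of 10 rose and 1 fell, mean 0.25, adjusted p = 0.573). Their mean was −0.07 on chip 1 and 0.89 on chip 2 (adjusted p = 0.0399), because EsrrbNeg replicate 3 carried more of these transcripts. Cdx2, a caudal factor of posterior streak and trophectoderm, rose (1.18 ± 0.29, adjusted p = 0.00532) but dropped to 0.71 without that replicate.

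**Figure D2:**
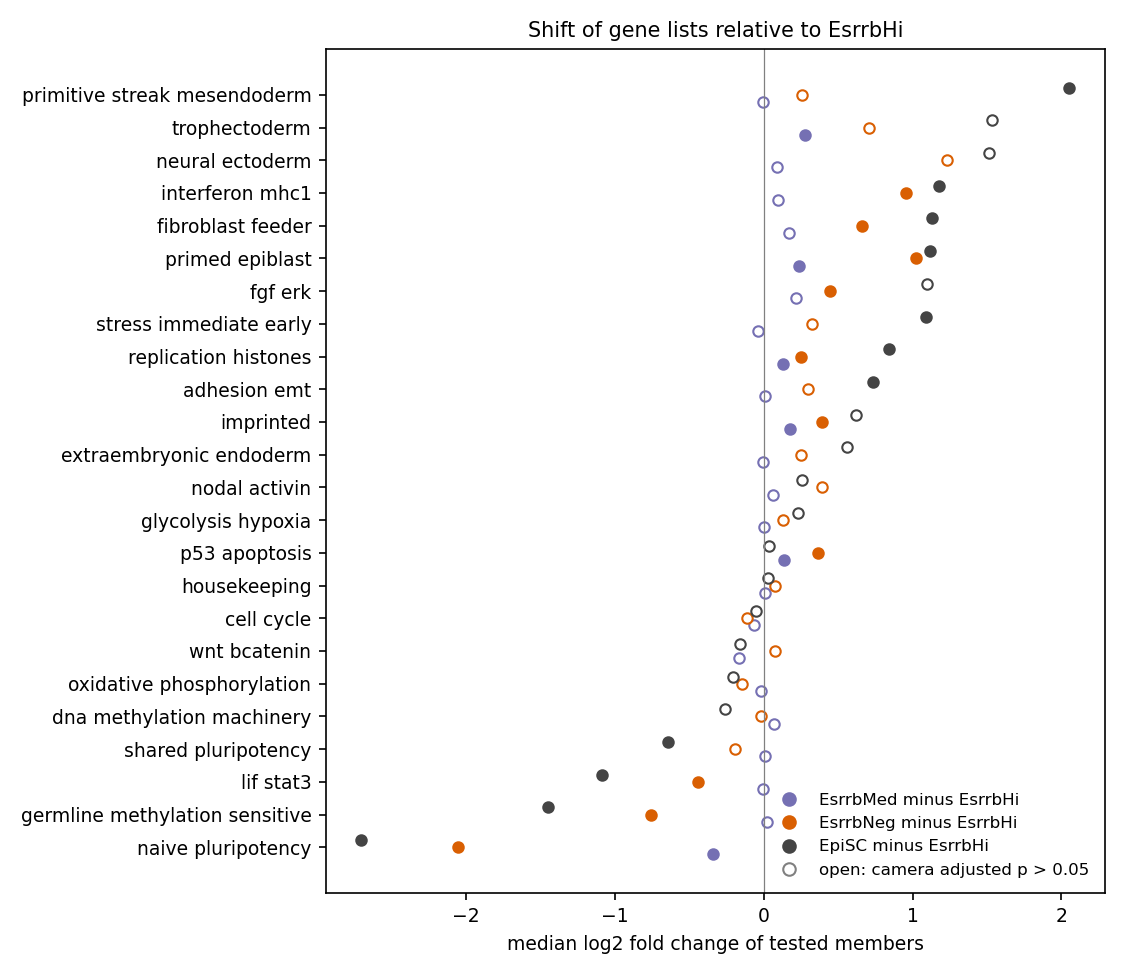
Median log2 fold change against EsrrbHi of the measured members of 24 gene lists in EsrrbMed, EsrrbNeg and EpiSC, with open symbols where the camera adjusted p exceeds 0.05. Naive genes have medians of −0.34, −2.06 and −2.70, Esrrb included, and primitive streak genes have 0.26 in EsrrbNeg and 2.05 in EpiSC.

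Interferon and MHC class I genes, which serve antigen presentation, rose in EsrrbNeg, with 11 of 18 up and 3 down (mean 0.72, 0.67 on chip 1 and 0.81 on chip 2, adjusted p = 0.00353, adjusted p = 0.125 with an estimated correlation), including Psmb8, an immunoproteasome subunit (at least 4.34-fold, 2.52 ± 0.11, adjusted p = 2.49e-09), and H2-D1, a class I heavy chain (1.42 ± 0.12, adjusted p = 9.55e-07), while Oas1g, an antiviral synthetase, fell (at least 4.11-fold, −2.15 ± 0.14, adjusted p = 8.31e-08). ERK pathway genes shifted up, with 4 of 16 risen and 1 fallen (mean 0.63, 0.53 on chip 1 and 0.84 on chip 2, adjusted p = 0.0279, adjusted p = 0.454 with an estimated correlation), led after Fgf5 by the ERK phosphatases Dusp4 (1.96 ± 0.14, adjusted p = 2.09e-07) and Dusp6 (1.32 ± 0.13, adjusted p = 3.03e-06). Of 13 imprinted genes 5 rose (mean 0.67, 0.69 on chip 1 and 0.62 on chip 2, adjusted p = 0.00721, adjusted p = 0.221 with an estimated correlation), among them Grb10, a growth inhibitor (1.86 ± 0.11, adjusted p = 4.16e-08), Dlk1 (1.71 ± 0.15, adjusted p = 9.89e-07) and Cdkn1c (1.58 ± 0.11, adjusted p = 1.33e-07). The p53 list gained 6 of 14 (mean 0.45, 0.50 on chip 1 and 0.35 on chip 2, adjusted p = 0.00724, adjusted p = 0.184 with an estimated correlation), with the p53 targets Ccng1 (1.23 ± 0.12, adjusted p = 2.90e-06) and Mdm2, the p53 ubiquitin ligase (0.92 ± 0.10, adjusted p = 1.21e-05). On chip 2 alone the imprinted and p53 shifts each had an adjusted p of 0.0519. Replication histones gained 7 of 45 (mean 0.28, 0.28 on chip 1 and 0.28 on chip 2, adjusted p = 0.00609, adjusted p = 0.558 with an estimated correlation), such as H2ac12 (0.82 ± 0.11, adjusted p = 4.81e-05). Germline genes held down by DNA methylation lost 5 of 8 and gained 1 (mean −0.71, −0.59 on chip 1 and −0.95 on chip 2, adjusted p = 0.0121, adjusted p = 0.323 with an estimated correlation), including the homeobox genes Rhox9 (−2.08 ± 0.18, adjusted p = 8.36e-07) and Rhox6 (−1.56 ± 0.14, adjusted p = 1.66e-06), though chip 1 alone gave an adjusted p of 0.0632. Fibroblast genes, a sign of mesenchymal or feeder RNA, rose in 4 of 8 (mean 0.60, 0.55 on chip 1 and 0.68 on chip 2, adjusted p = 0.0393, adjusted p = 0.454 with an estimated correlation), for example Mmp2, a matrix protease (1.34 ± 0.13, adjusted p = 3.89e-06), and lost the call without EsrrbNeg replicate 3 (adjusted p = 0.0729).

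Several groups held no common direction in EsrrbNeg although single members moved. Nodal and activin pathway genes had 4 risen and 2 fallen of 13 (adjusted p = 0.440), with Bmp4, a ligand of the opposing BMP branch, down (−2.68 ± 0.26, adjusted p = 3.32e-06) and the convertase Furin up (1.09 ± 0.15, adjusted p = 7.36e-05). Wnt pathway genes had 4 up and 3 down of 10 (adjusted p = 0.440), with Notum the strongest (−3.10 ± 0.13, adjusted p = 2.18e-09). Of the 9 genes of DNA methylation, 2 rose and 2 fell (adjusted p = 0.839), as the methyltransferase gene Dnmt3b rose (0.92 ± 0.09, adjusted p = 3.35e-06), the hydroxylase gene Tet1 fell (−0.99 ± 0.19, adjusted p = 0.000924) and Prdm14, a repressor of methylation, fell at least 1.49-fold (−1.05 ± 0.14, adjusted p = 5.52e-05). Neural ectoderm (mean 0.76, adjusted p = 0.290) rose in 3 of 5 and fell in 1, led by Nes, which encodes nestin (at least 3.77-fold, 2.07 ± 0.18, adjusted p = 8.83e-07). Trophectoderm (3 rose and 1 fell of 6, adjusted p = 0.219), extraembryonic endoderm (2 and 3 of 10, adjusted p = 0.839) and adhesion genes (3 and 2 of 18, adjusted p = 0.270) were split, with the keratin gene Krt18 up (1.68 ± 0.12, adjusted p = 1.68e-07) and Lama1 down (−2.87 ± 0.13, adjusted p = 4.87e-09). Glycolysis (1 and 2 of 16, adjusted p = 0.761), oxidative phosphorylation (0 and 1 of 21, adjusted p = 0.0650), the cell cycle (2 and 5 of 19, adjusted p = 0.290), stress (4 and 2 of 19, adjusted p = 0.524) and housekeeping genes (0 of 9, adjusted p = 0.524) did not shift. Of 16 genes of the 2-cell-like state, 11 had a probe on the array and 0 of these passed the detection filter. Counts adjusted over the list alone matched these, except that 5 Nodal pathway genes rose.

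From EsrrbHi to EsrrbNeg 1005 genes rose and 1005 fell, 746 of them over 2-fold and 2005 fully separated, with 984 and 1022 without EsrrbNeg replicate 3. Chip 1 alone called 1014 higher and 1039 lower, and chip 2 alone 664 and 638. The even split depends on the processing, since quantiles without background correction called 309 higher and 436 lower (41.5% higher), normexp with an offset of 50 gave 446 and 551 and median scaling 419 and 459.

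Most of that change fell in the second step, from EsrrbMed to EsrrbNeg. Fgf5 rose at least 7.25-fold (2.98 ± 0.24, adjusted p = 1.34e-06), with Kif1a (2.67 ± 0.11, adjusted p = 4.31e-09), Gbp2 (2.55 ± 0.17, adjusted p = 2.57e-07), Prickle1 (2.55 ± 0.22, adjusted p = 2.03e-06), Gbp2b (at least 4.89-fold, 2.44 ± 0.14, adjusted p = 1.19e-07), Pou3f1 (2.40 ± 0.20, adjusted p = 1.79e-06), Zfp608 (2.27 ± 0.18, adjusted p = 1.07e-06) and Psmb8 (2.16 ± 0.11, adjusted p = 2.94e-08). After Esrrb (−5.63 ± 0.14, adjusted p = 3.31e-11), the deepest falls were Zfp42 (−3.37 ± 0.15, adjusted p = 8.80e-09), Lgals3 (−3.31 ± 0.09, adjusted p = 7.00e-11), Lrrc34 (−3.16 ± 0.13, adjusted p = 4.31e-09), Tfcp2l1 (−3.13 ± 0.13, adjusted p = 4.31e-09), Tcl1 (−3.12 ± 0.10, adjusted p = 3.52e-10), Mras (at least 7.75-fold, −3.09 ± 0.21, adjusted p = 3.44e-07) and Mylpf (−2.99 ± 0.21, adjusted p = 4.21e-07). Nanog fell 3.75-fold (−1.91 ± 0.17, adjusted p = 2.86e-06) and Pou5f1 did not change (−0.11 ± 0.11, adjusted p = 0.517). Naive factors lost 13 of 20 (mean −1.69, −1.62 on chip 1 and −1.81 on chip 2, adjusted p = 1.09e-14, kept at 0.0272 with an estimated correlation, or without Esrrb 12 of 19, mean −1.48, adjusted p = 5.34e-13, kept at 0.0456) and LIF targets 6 of 12 (mean −0.78, −0.76 on chip 1 and −0.82 on chip 2, adjusted p = 0.000139, kept at 0.0272 with an estimated correlation), including Socs3, the feedback inhibitor of STAT3 (−0.71 ± 0.13, adjusted p = 0.00115), though the 9 targets not on the naive list had a mean of −0.33 with 3 down. Primed genes gained 9 of 15 with 1 fallen (mean 0.98, 0.89 on chip 1 and 1.18 on chip 2, adjusted p = 9.87e-07, adjusted p = 0.0520 with an estimated correlation), and interferon and MHC class I genes 11 of 18 with 3 fallen (mean 0.62, 0.56 on chip 1 and 0.75 on chip 2, adjusted p = 0.000527, adjusted p = 0.0702 with an estimated correlation). Germline genes lost 4 of 8 and gained 1 (mean −0.64, −0.57 on chip 1 and −0.77 on chip 2, adjusted p = 0.00833, adjusted p = 0.290 with an estimated correlation), with Tdrd12, a piRNA factor (−1.18 ± 0.12, adjusted p = 9.63e-06), and imprinted genes gained 4 of 13 (mean 0.39, 0.40 on chip 1 and 0.39 on chip 2, adjusted p = 0.0314, adjusted p = 0.290 with an estimated correlation), with Ndn, which encodes necdin (1.10 ± 0.11, adjusted p = 6.85e-06). The imprinted call was lost on chip 2 (adjusted p = 0.162) and without EsrrbNeg replicate 1 (adjusted p = 0.0938). Replication histones showed no shift in this step (0 of 45, mean 0.08, adjusted p = 0.322).

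Between EsrrbMed and EsrrbNeg 635 genes rose and 684 fell, 416 over 2-fold and 1308 fully separated, with 602 and 704 without EsrrbNeg replicate 3. Chip 1 alone called 575 higher and 674 lower, and chip 2 alone 357 and 363, and 5 ERK pathway genes rose adjusted over the list alone in place of 4. Median scaling gave 142 higher and 237 lower and quantiles without background correction 158 and 273, so the higher share was 37.5% and 36.7% in place of 48.1%. Pairing the ESC arrays by replicate number added calls for the ERK (adjusted p = 0.0382), fibroblast (0.0390) and p53 (0.0416) lists, which the unpaired fit left uncalled.

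How far EsrrbMed had travelled can be read as the share of each called EsrrbHi to EsrrbNeg change already present in EsrrbMed. The share is taken on the log2 scale, and shares of the transcript level itself would differ. Over 2010 genes the median share was 24.8% (interquartile range 13.9 to 37.9), with 24.1% ± 5.85 (SD over 3 replicates) for risen and 25.6% ± 4.80 for fallen genes. Naive factors had covered 19.4% ± 3.10 (16 genes, or 19.5% ± 4.09 without Esrrb) and primed genes 26.8% ± 6.02 (12 genes). On chip 1 the share was 25.7% and 29.8% in replicates 1 and 2, and within chip 2 it was 18.2% for risen and 18.0% for fallen genes. EsrrbMed lay over 50% of the way for 228 genes and moved against the later change for 155. Of the 131 genes called between EsrrbHi and EsrrbMed, 122 were called in the same direction (50 higher, 72 lower) in EsrrbNeg against EsrrbHi and 0 in the opposite. The shared EsrrbHi arrays alone favour this, since in 50 simulations with no true change 92.7% ± 2.49 (SD) of the 131 genes with lowest p had the same sign in both comparisons, against 100% here. Shares of genes called on the same arrays are drawn to the called change, and genes called on chip 1 alone showed 19.3% (risen) and 20.3% (fallen) when measured on chip 2.

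EpiSC against EsrrbHi sets the ESCs with the most Esrrb against primed cells, which also grew in another medium. Fgf5 rose at least 35.3-fold (5.31 ± 0.28, adjusted p = 8.36e-09), and Serpinh1, the collagen chaperone HSP47, rose 38.0-fold (5.25 ± 0.16, adjusted p = 6.96e-11). Chac1, a glutathione-degrading enzyme of the integrated stress response (4.49 ± 0.45, adjusted p = 2.01e-06), Prickle1 (4.38 ± 0.25, adjusted p = 1.62e-08), Pkdcc, a secreted kinase (at least 13.8-fold, 4.14 ± 0.37, adjusted p = 7.91e-07), Gbp2 (at least 14.7-fold, 4.08 ± 0.19, adjusted p = 3.49e-09), Lor, which encodes loricrin (3.97 ± 0.49, adjusted p = 1.41e-05), and Cdx2 (at least 11.5-fold, 3.78 ± 0.34, adjusted p = 7.85e-07) also rose. The largest falls were in Ooep, an oocyte-expressed protein (−5.80 ± 0.43, adjusted p = 1.38e-07), Zfp42 (−5.72 ± 0.17, adjusted p = 6.96e-11), Esrrb (−5.53 ± 0.16, adjusted p = 6.82e-11), Tcl1 (−5.27 ± 0.11, adjusted p = 7.50e-12), Tfcp2l1 (−4.71 ± 0.15, adjusted p = 1.02e-10), Fbxo15, an ESC-specific F-box gene (−4.71 ± 0.24, adjusted p = 5.51e-09), Cpsf4l, a polyadenylation factor homologue (−4.69 ± 0.13, adjusted p = 6.82e-11), and Mreg, melanoregulin (−4.65 ± 0.20, adjusted p = 1.33e-09). Nanog fell 3.67-fold (−1.88 ± 0.19, adjusted p = 2.78e-06), Sox2 3.54-fold (−1.82 ± 0.21, adjusted p = 6.61e-06) and Pou5f1 1.53-fold (−0.61 ± 0.13, adjusted p = 0.000974). The Pou5f1 fall stood at the minimum fold and was lost without EpiSC replicate 1 (−0.55), and the second Pou5f1 probe did not reach it (−0.57 ± 0.14, adjusted p = 0.00364). With replicate number in place of chip the Pou5f1 fall was −0.46, but that setting leaves comparisons with EpiSC uncorrected for chip. Second probes also fell for Nanog (−2.72 ± 0.18, adjusted p = 3.81e-08) and, by less, for Sox2 (−0.60 ± 0.14, adjusted p = 0.00273). Leaving out EpiSC replicate 2 moved Ooep to −6.44, and leaving out EpiSC replicate 1 moved Lor to 4.61.

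Naive factors fell in EpiSC almost without exception (19 of 20, mean −2.95, −2.92 within chip 2, adjusted p = 1.50e-12, kept at 0.0387 with an estimated correlation, or without Esrrb 18 of 19, mean −2.81, adjusted p = 1.33e-11, and 0.0612 with an estimated correlation), as did 8 of 12 LIF targets (mean −1.31, −1.32 within chip 2, adjusted p = 0.000180, kept at 0.0387 with an estimated correlation, and −0.76 over the 9 not on the naive list), 6 of 10 shared pluripotency genes (mean −0.91, −0.92 within chip 2, adjusted p = 0.000324, adjusted p = 0.0872 with an estimated correlation) and 7 of 8 germline genes (mean −1.64, −1.75 within chip 2, adjusted p = 0.000171, adjusted p = 0.143 with an estimated correlation). Among them were Dnmt3l, the methyltransferase cofactor (−2.48 ± 0.17, adjusted p = 9.49e-08), and Tdrd12 (−3.33 ± 0.14, adjusted p = 1.13e-09). Primed genes rose in 10 of 15 (mean 1.66, 1.68 within chip 2, adjusted p = 4.02e-05, adjusted p = 0.0872 with an estimated correlation), with Wnt8a, a Wnt ligand of the streak (at least 7.25-fold, 3.26 ± 0.26, adjusted p = 2.87e-07), and Car14, a carbonic anhydrase (2.63 ± 0.21, adjusted p = 2.87e-07). Primitive streak genes rose in 9 of 10 (mean 1.89, 2.12 within chip 2, adjusted p = 0.00102, adjusted p = 0.238 with an estimated correlation), among them Fgf8 (at least 7.70-fold, 3.24 ± 0.36, adjusted p = 5.72e-06) and Eomes, a T-box factor of mesendoderm (at least 4.31-fold, 2.52 ± 0.30, adjusted p = 9.99e-06). Replication histones rose in 30 of 45 (mean 0.78, 0.72 within chip 2, adjusted p = 1.69e-07, adjusted p = 0.287 with an estimated correlation), for example H3c7 (1.59 ± 0.21, adjusted p = 2.83e-05) and H2bc12 (1.42 ± 0.19, adjusted p = 3.42e-05).

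Fibroblast genes rose in 7 of 8 (mean 1.25, 1.23 within chip 2, adjusted p = 0.00246, adjusted p = 0.274 with an estimated correlation), with Thy1, a surface glycoprotein (1.34 ± 0.17, adjusted p = 2.20e-05), and Twist1, a bHLH factor of mesenchyme (at least 2.23-fold, 1.28 ± 0.16, adjusted p = 1.50e-05). Interferon and MHC class I genes rose in 12 of 18 and fell in 4 (mean 0.88, 0.90 within chip 2, adjusted p = 0.0146, adjusted p = 0.176 with an estimated correlation), with Bst2, tetherin, up (2.38 ± 0.20, adjusted p = 5.08e-07) and Ifitm1, a membrane protein of early germ cells, down (−3.06 ± 0.15, adjusted p = 3.99e-09). Stress genes rose in 11 of 19 and fell in 2 (mean 1.12, 1.21 within chip 2, adjusted p = 0.0146, adjusted p = 0.274 with an estimated correlation), among them Ddit4 (3.46 ± 0.23, adjusted p = 6.16e-08) and Egr1, an immediate early factor (2.12 ± 0.35, adjusted p = 0.000185). EpiSC replicate 2 carried part of the immediate early rise, since without it Egr1 stood at 1.76 and Fos at 1.76 in place of 2.34, while the list kept its call. Adhesion genes rose in 10 of 18 and fell in 2 (mean 0.64, 0.69 within chip 2, adjusted p = 0.0340, adjusted p = 0.176 with an estimated correlation), with Cd44, the hyaluronan receptor, up (at least 4.57-fold, 2.58 ± 0.24, adjusted p = 1.34e-06) and Cldn4, a tight junction claudin, down (−2.87 ± 0.17, adjusted p = 2.11e-08). ERK pathway genes rose in 9 of 16 and fell in 3 with no call for the group (mean 1.09, adjusted p = 0.0522). With replicate number in place of chip, which leaves comparisons with EpiSC uncorrected for chip, the adjusted p was 0.0440. Counts adjusted over the list alone were the same, except for 12 risen stress genes and 1 risen LIF target.

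Between EsrrbHi and EpiSC 2053 genes rose and 1654 fell, 1749 over 2-fold and 3700 fully separated, with 2128 and 1757 without EsrrbNeg replicate 3 and 1989 and 1681 within chip 2. Scaling arrays to a common median in place of quantiles moved the median of all genes by 0.234 and the split to 1413 higher and 558 lower (71.7% higher against 55.4%), while the other normalizations and chip 2 alone gave 54.2% to 57.8%.

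EpiSC against EsrrbNeg asks what separates ESCs with little Esrrb from established primed cells. Serpinh1 rose 10.3-fold (3.37 ± 0.16, adjusted p = 6.77e-08), and Serpinf1, a secreted antiangiogenic serpin, rose 7.15-fold (2.84 ± 0.25, adjusted p = 4.96e-06). The other large rises were in genes on which EsrrbNeg replicate 3 stood nearer to EpiSC, so their changes grew when it was left out. These were Xlr4a, an X-linked lymphocyte-regulated gene (3.24 ± 0.50, adjusted p = 0.000235, 4.69 without it), Chac1 (3.01 ± 0.45, adjusted p = 0.000179, 4.24), Cdx2 (2.59 ± 0.34, adjusted p = 7.45e-05, 3.41), Fgf8 (2.59 ± 0.36, adjusted p = 0.000121, 3.58), Pkdcc (2.54 ± 0.37, adjusted p = 0.000162, 3.51) and Flt1, a VEGF receptor (2.52 ± 0.36, adjusted p = 0.000129, 3.46). The largest falls were in Ooep (−4.31 ± 0.43, adjusted p = 1.20e-05), Rps4l, a ribosomal protein homologue (−3.75 ± 0.46, adjusted p = 4.92e-05), Dppa5a, a naive RNA-binding protein (−3.71 ± 0.73, adjusted p = 0.00123), Tmem54 (−3.06 ± 0.24, adjusted p = 2.26e-06), Mest, an imprinted hydrolase (−3.04 ± 0.30, adjusted p = 1.16e-05), Rbmxl2, a germ cell splicing factor (−2.90 ± 0.44, adjusted p = 0.000209), Rab25, an epithelial GTPase (−2.84 ± 0.22, adjusted p = 1.88e-06), and Shfl, an inhibitor of frameshifting (−2.82 ± 0.13, adjusted p = 6.77e-08). EpiSC replicate 2 held more Ooep, Rps4l and Dppa5a, which became −4.95, −4.42 and −4.80 without it. Without EpiSC replicate 3 Rbmxl2 became −2.28 and Dppa5a −3.02. Sox2 fell (−1.21 ± 0.21, adjusted p = 0.000482) and Esrrb stood higher in EpiSC (0.79 ± 0.16, adjusted p = 0.00137). The Esrrb call was lost under median scaling (0.94 with a wider error, adjusted p = 0.140), within chip 2 (0.82, adjusted p = 0.0675) and, on falling below the minimum fold, with quantiles without background correction (0.40) or normexp with an offset of 50 (0.49). The drop of Pou5f1 was under the minimum fold (−0.47 ± 0.13, adjusted p = 0.00841) but over it without EsrrbNeg replicate 3 (−0.59, adjusted p = 0.0161).

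Primitive streak genes were higher in EpiSC, a separate culture in another medium, than in EsrrbNeg. Of 10 measured genes 9 rose (mean 1.64, adjusted p = 0.000154, adjusted p = 0.258 with an estimated correlation), with 1.22 within chip 2 and 2.17 without EsrrbNeg replicate 3. Trophectoderm genes rose in 4 of 6 (mean 0.89, 0.76 within chip 2, adjusted p = 0.0231, adjusted p = 0.337 with an estimated correlation), among them the keratin gene Krt8 (1.13 ± 0.16, adjusted p = 0.000162). Replication histones rose in 21 of 45 (mean 0.50, 0.44 within chip 2, adjusted p = 0.000154, adjusted p = 0.519 with an estimated correlation), such as H2bc12 (1.31 ± 0.19, adjusted p = 0.000175), and stress genes in 12 of 19 with 1 fallen (mean 0.81, 0.60 within chip 2, adjusted p = 0.00379, adjusted p = 0.289 with an estimated correlation), such as Ddit3, the CHOP factor (1.32 ± 0.25, adjusted p = 0.00102). Naive factors were lower still, 11 of 20 with 2 risen (mean −0.91, −0.86 within chip 2, adjusted p = 0.000320, adjusted p = 0.258 with an estimated correlation, or without Esrrb 11 of 19 fell and 1 rose, adjusted p = 0.000115, adjusted p = 0.226 with an estimated correlation), including Dppa4, a chromatin protein (−2.35 ± 0.33, adjusted p = 0.000139), and Dppa3, also called Stella (−2.21 ± 0.14, adjusted p = 4.61e-07). LIF targets fell in 6 of 12 (mean −0.47, −0.44 within chip 2, adjusted p = 0.0116, adjusted p = 0.240 with an estimated correlation, and −0.45 over the 9 not on the naive list), Stat3 itself among them (−1.12 ± 0.11, adjusted p = 1.00e-05), shared pluripotency genes in 5 of 10 (mean −0.79, −0.72 within chip 2, adjusted p = 0.000154, adjusted p = 0.240 with an estimated correlation), including Lin28a, a let-7 inhibitor (−0.86 ± 0.15, adjusted p = 0.000560), germline genes in 5 of 8 (mean −0.93, −0.80 within chip 2, adjusted p = 0.000396, adjusted p = 0.258 with an estimated correlation) and p53 genes in 5 of 14 with 1 risen (mean −0.38, −0.34 within chip 2, adjusted p = 0.00649, adjusted p = 0.258 with an estimated correlation). Primed epiblast genes, already up in EsrrbNeg, did not differ as a group (4 rose and 1 fell, mean 0.38, adjusted p = 0.285), and interferon genes split 8 to 3 (adjusted p = 0.657). Of the adhesion genes 8 rose and 4 fell (adjusted p = 0.0906), with Zeb1, a repressor of epithelial genes, up (1.78 ± 0.19, adjusted p = 2.01e-05) and Cdh1, which encodes E-cadherin, down (−0.92 ± 0.15, adjusted p = 0.000415). Counts adjusted over the list alone were the same. Median scaling ended the calls of Krt8 (adjusted p = 0.0567), Stat3 (0.174), Lin28a (0.330) and Cdh1 (0.301). With quantiles without background correction Ddit3 fell just under the minimum fold (0.584).

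Between EsrrbNeg and EpiSC 1338 genes rose and 994 fell, 732 over 2-fold and 2321 fully separated. Without EsrrbNeg replicate 3 the counts were 1658 and 1310, and within chip 2, where it is the only EsrrbNeg array, 720 and 653. Median scaling shifted the median of all genes by 0.214 and gave 385 higher and 125 lower.

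EpiSC against EsrrbMed resembled EpiSC against EsrrbHi. Fgf5 rose at least 31.9-fold (5.12 ± 0.28, adjusted p = 1.82e-08), Serpinh1 25.8-fold (4.69 ± 0.16, adjusted p = 2.76e-10), Pkdcc at least 12.9-fold (3.96 ± 0.37, adjusted p = 1.55e-06), and Chac1 (3.94 ± 0.45, adjusted p = 7.90e-06), Prickle1 (3.90 ± 0.25, adjusted p = 7.16e-08), Lor (3.75 ± 0.49, adjusted p = 2.81e-05), Serpinf1 (at least 9.65-fold, 3.61 ± 0.25, adjusted p = 1.21e-07) and Cdx2 (at least 10.3-fold, 3.59 ± 0.34, adjusted p = 1.64e-06) rose with them. Ooep (−5.65 ± 0.43, adjusted p = 2.56e-07), Zfp42 (−5.49 ± 0.17, adjusted p = 2.76e-10), Esrrb (−4.84 ± 0.16, adjusted p = 2.76e-10), Fbxo15 (−4.53 ± 0.24, adjusted p = 1.38e-08), Tcl1 (−4.44 ± 0.11, adjusted p = 7.02e-11), Mreg (−4.33 ± 0.20, adjusted p = 4.35e-09), Mylpf (−4.09 ± 0.24, adjusted p = 3.77e-08) and Rbmxl2 (−4.07 ± 0.44, adjusted p = 5.42e-06) fell most. Nanog (−1.18 ± 0.19, adjusted p = 0.000187) and Sox2 (−1.82 ± 0.21, adjusted p = 8.04e-06) fell, though the Nanog call was lost under median scaling (−1.04, adjusted p = 0.106). Pou5f1 lay at the minimum fold, just under it here (−0.58 ± 0.13, adjusted p = 0.00167) and over it on the second probe (−0.63 ± 0.14, adjusted p = 0.00189) and without EsrrbNeg replicate 3 (−0.62, adjusted p = 0.00174). Single arrays moved Chac1 to 3.31 (without EsrrbMed replicate 3), Lor to 4.39 (without EpiSC replicate 1), Ooep to −6.29 (without EpiSC replicate 2) and Rbmxl2 to −3.44 (without EpiSC replicate 3). Naive factors fell in 18 of 20 (mean −2.60, −2.67 within chip 2, adjusted p = 1.04e-11, kept at 0.0435 with an estimated correlation, or without Esrrb 17 of 19, mean −2.48, adjusted p = 4.64e-11, and 0.0691 with an estimated correlation), primed genes rose in 10 of 15 (mean 1.36, 1.45 within chip 2, adjusted p = 0.000242, adjusted p = 0.121 with an estimated correlation) and primitive streak genes in 9 of 10 (mean 1.92, 2.11 within chip 2, adjusted p = 0.000287, adjusted p = 0.185 with an estimated correlation). Neural ectoderm genes rose in 4 of 5 (mean 1.19, 1.19 within chip 2, adjusted p = 0.0223, adjusted p = 0.121 with an estimated correlation), led by Nes (2.57 ± 0.20, adjusted p = 3.92e-07) and Irx3, an Iroquois factor (1.45 ± 0.17, adjusted p = 1.03e-05), a shift not called against EsrrbHi (adjusted p = 0.0582).

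Between EsrrbMed and EpiSC 1894 genes rose and 1489 fell, 1502 over 2-fold and 3374 fully separated, with 2001 and 1625 without EsrrbNeg replicate 3 and 1927 and 1586 within chip 2. Median scaling shifted the median of all genes by 0.182 and gave 1083 higher and 457 lower, and counts adjusted over the list alone did not differ.

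Genes that the study assigned to its regulatory element classes were chosen because they changed on these same samples, so their shifts are not independent evidence. Near class I elements, which lose OCT4 together with NANOG, 55 of 68 genes fell and 12 rose from EsrrbHi to EsrrbNeg (mean −1.05, −1.05 on chip 1 and −1.03 on chip 2, adjusted p = 3.39e-16, kept at 0.0338 with an estimated correlation). Near class II elements, which keep OCT4, 22 of 38 fell and 15 rose (mean −0.18, −0.17 on chip 1 and −0.19 on chip 2, adjusted p = 0.0729, 0.0403 with ESC arrays paired by number). Near both, 14 of 18 fell and 4 rose (mean −0.92, −0.89 on chip 1 and −0.97 on chip 2, adjusted p = 0.000111, adjusted p = 0.0949 with an estimated correlation), or without Esrrb 13 of 17 fell (mean −0.60, adjusted p = 0.00114, adjusted p = 0.153 with an estimated correlation). From EsrrbHi to EsrrbMed 10 class I genes fell and 3 rose (mean −0.22, −0.27 on chip 1 and −0.13 on chip 2, adjusted p = 1.29e-08, adjusted p = 0.185 with an estimated correlation), or 14 and 4 adjusted over the list alone, and class II genes rose in 2 or 3 (adjusted p = 0.526).

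Across genes, EsrrbNeg arrays lay nearest to EpiSC among the ESC groups. The Pearson correlation of each ESC array with the mean EpiSC array, with the chip effect removed, averaged 0.918 ± 0.00262 (SD) in EsrrbHi, 0.930 ± 0.00607 in EsrrbMed and 0.962 ± 0.00894 in EsrrbNeg, n = 3 each. All 3 pairwise differences, 0.0123, 0.0321 and 0.0444, had an exact permutation p of 0.1, the smallest that 3 against 3 arrays allow. Chip 1 gave 0.919, 0.933 and 0.957 and chip 2 gave 0.915, 0.923 and 0.972. EsrrbNeg replicate 3 stood apart at 0.972, against 0.960 and 0.954 for replicates 1 and 2, and without it the difference between EsrrbNeg and EsrrbHi was 0.0346.

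**Figure D3:**
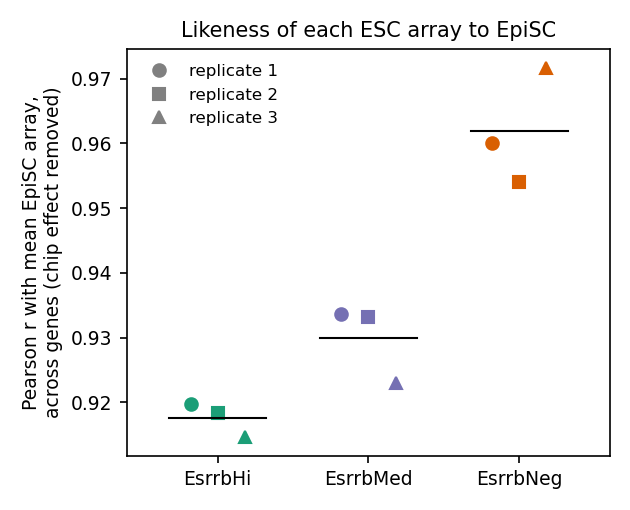
Pearson correlation of each ESC array with the mean EpiSC array after removal of the chip effect, by sorted group, with lines at group means. EsrrbHi averages 0.918 and EsrrbNeg 0.962, and EsrrbNeg replicate 3 is highest at 0.972.

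Genes that changed in EsrrbNeg mostly changed the same way in EpiSC, both against EsrrbHi. Of 1005 risen genes 742 (73.8%) also rose in EpiSC, and of 1005 fallen genes 782 (77.8%) also fell, against 186.1 and 149.9 if the calls were independent, while 19 went in opposite directions. Fold changes correlated at r = 0.752 over 11089 features and shared their sign in 73.3%. Shared EsrrbHi arrays alone make fold changes correlate, since simulations with no true change but the same shared controls gave r = 0.434 ± 0.0107 (SD, 50 runs) and 64.2%. These values come from noise alone and are not a portion of the observed ones. The covariance was 0.341 against 0.00729 in the simulations, so independent noise in the shared controls made up little of it. Noise common to many genes, which the simulations leave out, may still add to the difference of 0.334. Without EsrrbNeg replicate 3 r was 0.646 and 1360 genes were called the same way in place of 1524. Pou3f1 (3.59 and 3.03) was at least as high in EsrrbNeg as in EpiSC and Tfcp2l1 (−3.89 and −4.71) was not quite as low as in EpiSC, and Zfp42 (−3.60 and −5.72) and Fgf5 (3.17 and 5.31) changed less in EsrrbNeg.

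**Figure D4:**
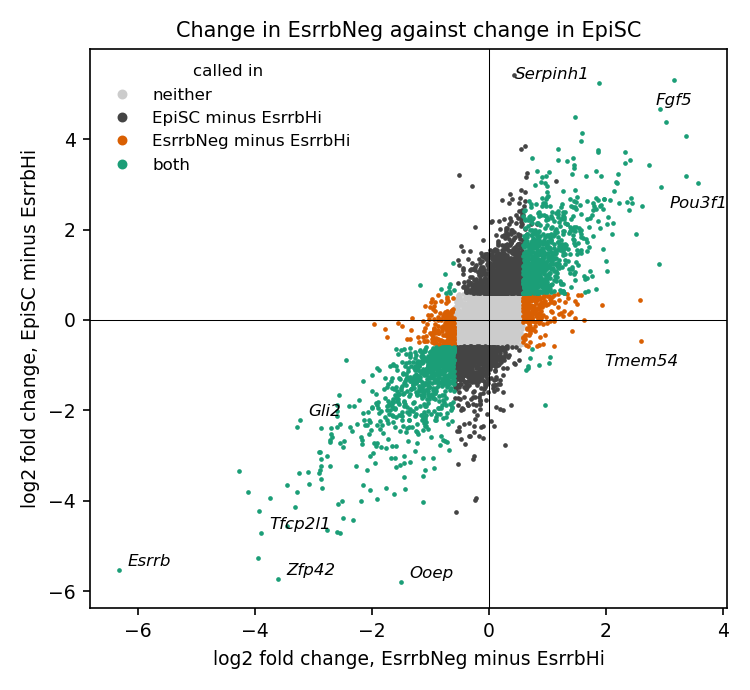
Log2 fold change against EsrrbHi of each tested feature in EsrrbNeg (horizontal) and EpiSC (vertical), coloured by whether it was called in neither, 1 or both. Most genes called in both lie along the rising diagonal (r = 0.752), and Tmem54, called in EsrrbNeg only, lies off it.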

Values the study reported

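The study ranked genes by their expression difference between cells with high and with no Esrrb reporter signal. It reported that 55.6% of the targets of NANOG or ESRRB fell within the 400 genes at the top or bottom of that ranking.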

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

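The log2 table without a chip term, and the joint omission of EsrrbNeg replicate 3 and EpiSC replicate 2, were chosen after the results were seen. Of 36 alternatives each was run for the results it applies to, and no called gene or list reversed where it was recomputed. Uncalled results could change sign, as the mean of primitive streak genes did in EsrrbNeg against EsrrbHi on chip 1. Of 477 named calls 429 were kept whichever single array was left out, as were 61 of 64 list calls. In EsrrbMed against EsrrbHi only 14 of 33 named calls were kept. Named genes were mostly chosen for large changes on these arrays, so their share does not describe the other called genes. The list calls include the study's own lists, chosen on these same samples. Where a setting leaves a group with 1 array, that array is assumed to vary like the other groups. Signal over background limits falls towards zero expression, since below detection a fold change is only a bound, and settings that leave background in the signal compress log2 fold changes. Comparisons with EpiSC rest on 1 ESC array per group on the shared chip.

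Counts of called genes are given in the order EsrrbMed against EsrrbHi, EsrrbNeg against EsrrbMed, EsrrbNeg against EsrrbHi, then EpiSC against EsrrbNeg, EsrrbHi and EsrrbMed, and were 131, 1319, 2010, 2332, 3707 and 3383 as reported. Quantile normalization without background correction gave 31, 431, 745, 836, 1679 and 1438, and normexp with offset 50 gave 49, 605, 997, 1128, 2132 and 1901. By construction both leave more constant signal under each probe, which shrinks changes towards the minimum fold. The authors' value table gave 32, 424, 725, 858, 1647 and 1441, or 32, 424, 725, 881, 1670 and 1466 without a chip term. Median scaling gave 0 (148 at unadjusted p under 0.05), 379, 878, 510, 1971 and 1540. By construction it leaves differences in signal range between arrays in place, but the cause was not tested. Without a minimum fold change the counts were 292, 3238, 4544, 4905, 6352 and 6147. Within chip 2, with fewer arrays, the first 4 were 0, 720, 1302 and 1373. Detection on all 12 arrays, which tests fewer genes, gave 86 and 843 for the first pair of comparisons. With no filter EsrrbMed against EsrrbHi had 70, and the cause was not tested. Cyclic loess, ComBat, no chip term, chip 1 alone, other probe summaries, the variance trend and fits to only the groups compared stayed within 1.5 times.

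Among named genes, calls were lost for 145 values under median scaling, 128 within chip 2, 95 with the authors' table, 93 without background correction, 65 with normexp, 35 with no filter and 0 with ComBat. Called lists numbered 64, against 10 with an estimated correlation and 107 with fry, which asks whether a list changes at all and not whether it changes more than other genes. These totals include the study's lists of genes near its element classes, which were chosen on these same samples. In EsrrbNeg against EsrrbHi the only list called with an estimated correlation was that of class I genes. Detection on all 12 arrays ended 8 list calls and added 9. The authors' table ended 5 and added 5, or 7 and 5 without a chip term. Quantiles without background correction ended 3 and added 6, and normexp ended 2 and added 6.

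Correlation with EpiSC rose from EsrrbHi to EsrrbMed by 0.0123 and to EsrrbNeg by 0.0444. These were 0.0172 and 0.0666 with Spearman, 0.00815 and 0.0568 within chip 2, and 0.00579 and 0.0205 with no filter, and the latter was 0.0321 without background correction. The cause was not tested. The share present in EsrrbMed was 18.2% (risen) and 18.0% (fallen) within chip 2, and 20.3% for fallen genes called on chip 1 and measured on chip 2. Genes called alike in EsrrbNeg and EpiSC numbered 592 without background correction, 768 with normexp, 633 with median scaling, 999 with detection on all 12 arrays and 574 with the authors' table, with or without a chip term, against 1524. Leaving out EsrrbNeg replicate 3 and EpiSC replicate 2 together gave r = 0.639 in place of 0.752.

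Leaving out single arrays gave ranges of 55 to 158, 1254 to 1431, 1947 to 2146, 2219 to 2968, 3602 to 3885 and 3128 to 3626 called genes, 63 to 69 lists, correlation differences of 0.0103 to 0.0157 and 0.0346 to 0.0485, shares of 21.7% to 28.5% (risen) and 23.7% to 29.3% (fallen), r of 0.646 to 0.779 and 1360 to 1671 shared calls.

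With the replicate number as a block the counts were 152, 1329 and 2020 over the ESC arrays, and 136, 1315, 2011, 2591, 3830 and 3559 over all 12 in place of chip. Over all 12 arrays the block joins EpiSC to ESC arrays by numbers that showed no pairing. It also leaves comparisons with EpiSC uncorrected for chip, so changed calls there are no test of pairing. The block over all 12 arrays ended the calls of Nanog (adjusted p = 0.0719) and Jam2 (0.0856) in EsrrbMed against EsrrbHi, of Pou5f1 (−0.46), L1td1 (−0.51) and Bcl2l1 (−0.50) in EpiSC against EsrrbHi, and of Dab2 (−0.52) in EpiSC against EsrrbNeg. It ended the call of genes near both element classes in EpiSC against EsrrbNeg (0.0754), and added fibroblast genes in EsrrbNeg against EsrrbMed (0.0481) and ERK genes in EpiSC against EsrrbHi (0.0440). The ESC block ended trophectoderm in EsrrbMed against EsrrbHi (0.0756) and added genes near both classes there (0.0393), class II genes in EsrrbNeg against EsrrbMed (0.0382) and EsrrbHi (0.0403), and the ERK, fibroblast and p53 lists given above. Pairing changed no other call of a named gene or list.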

Other observations

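Some genes were highest or lowest in EsrrbNeg, with EsrrbHi and EpiSC on the same side of it. Genes higher in EsrrbNeg than in both EsrrbHi and EpiSC numbered 139, against 90.1 if the calls were independent, and genes lower than in both numbered 126, against 121. Because both comparisons use the EsrrbNeg arrays, chance values there raise these counts, so their excess is no finding. In simulations with no true change 79.2% ± 0.975 (SD, 50 runs) of the 2010 genes with lowest p had the opposite sign in EpiSC against EsrrbNeg, against 43.2% here. The following genes were chosen after their values were seen. Car4, a membrane carbonic anhydrase, rose by 2.59 ± 0.16 from EsrrbHi to EsrrbNeg and changed by −2.15 ± 0.19 from there to EpiSC, and Tmem54 rose (adjusted p = 5.32e-07 in limma) and then changed by −3.06 ± 0.24. Slitrk5, a neuronal synapse protein (1.63 and −1.62), and Pdlim3, a muscle LIM protein (1.48 and −1.44), followed the same course. The reverse course was seen for Gli2, an effector of Hedgehog signalling (−3.23 and 1.01), Pnpla3, a lipase (−2.44 and 1.56), Emp1, a membrane protein (−1.77 and 1.58), Porcn, which acylates Wnt ligands (−1.73 and 1.35), and Idh2, a mitochondrial dehydrogenase (−1.55 and 1.48), although Gli2 (−2.22) and Pnpla3 (−0.88) were still called lower in EpiSC than in EsrrbHi.

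A few genes moved in opposite directions in EsrrbNeg and EpiSC, both against EsrrbHi, and the examples were again chosen after their values were seen. Rab25 (0.96 in EsrrbNeg and −1.88 in EpiSC), Lrp2, an endocytic receptor (1.04 and −0.95), and Gdf1, a TGFβ ligand (0.86 and −0.99) were higher in EsrrbNeg. Cotl1, an actin-binding protein (−1.18 and 0.77), Zeb1 (−0.75 and 1.03) and Evx1, a homeobox gene of the streak (−0.81 and 0.70) were lower in EsrrbNeg.

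The tests of the 3 patterns that follow were chosen after the result was seen, and only the splits of the arrays at the end were planned.

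EsrrbNeg replicate 3 lay nearer to EpiSC than replicates 1 and 2. If EpiSC-like RNA or cells made up part of that sample, every EpiSC transcript would be added in the same proportion, and 90.3% of the 93 genes at least 4-fold higher in EpiSC (84 genes, folds from linear intensities less the offset of 16 and corrected for chip) did give a share within a factor of 2 of the median (interquartile range 18.7% to 26.4%). Serpinh1 (2.52%), Serpinf1 (5.81%), Cotl1 (6.88%) and Acta2 (9.75%) fell short of it, while the 60 genes lower in EpiSC gave a median share of 30.3% (interquartile range 18.6 to 36.7) in the same direction. A chip effect is argued against by EsrrbHi and EsrrbMed replicate 3 on the same chip, whose shares without chip correction were 0.507% and −0.571% against 21.8%. Material carried over from EpiSC samples and primed cells that arose within that ESC culture both stay open, and the values do not separate them.

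EpiSC replicate 2 held more Dppa5a, Ooep, Rps4l and Klf2 than the other EpiSC arrays. ESC RNA or cells in the sample would raise all abundant ESC transcripts alike, and the 11 other genes at least 8-fold higher in every ESC group (linear intensities less the offset of 16) gave a median share of 4.19% (interquartile range 1.44 to 7.84, highest 18.9). Dppa5a (28.3%) and Klf2 (70.0%) lay above all of them, which argues against ESC material as the whole cause for this pair. Klf2 itself was not 8-fold higher in every ESC group, so its share is less comparable. Ooep (4.07%) lay at the level such a small share would give, and for Rps4l (13%), above most of these genes but not all, the values do not decide. The other genes were uneven, with Zfp42 at −0.0965% and Shfl at −3.18% against 18.9% for Grhl2, so a single common share is not shown. A difference in state between EpiSC cultures stays open and was not tested.

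Replication histone genes were higher in EpiSC than in EsrrbHi in 30 of 45 cases (median 0.84). More cells in S phase might raise other S phase genes too, but Mcm2, Mcm5, Pcna, Ccne1 and Ccne2 had a median change of −0.0506 (interquartile range 0.369). These genes gave no sign of it, but they were uneven, with Ccne1 at −0.89 and Ccne2 at 0.29. The share of cells in S phase was not measured, so this explanation stays open. Near-identical copies read by the same probes could make 1 transcript look like many, yet called genes lay in all 5 histone families (1 of 3 in H1, 5 of 11 in H2a, 9 of 10 in H2b, 8 of 9 in H3 and 7 of 12 in H4), which argues against a single shared transcript while cross-reading within a family stays open. Histone transcripts with poly(A) tails, which this labelling may favour, were not tested.

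Each comparison was also fitted on all 10 ways to divide its 6 arrays into groups of 3. Only 1 split, the real one, reached the real count, which was 131 (EsrrbMed against EsrrbHi), 1319 (EsrrbNeg against EsrrbMed), 2010 (EsrrbNeg against EsrrbHi), 2332 (EpiSC against EsrrbNeg), 3707 (EpiSC against EsrrbHi) and 3383 (EpiSC against EsrrbMed), and the highest count of any other split was 0 in each. Among ESC groups, 4 of the 10 splits, the real one included, part every replicate pair and the rest keep pairs together, and the highest count of the other splits of either kind was 0. With 10 splits the share cannot fall under 0.1. Each other split mixes arrays of both groups, so real differences between them enter its error and can by themselves leave 0 calls. The counts of 0 therefore give no measure of chance.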
